# Biological Control of a Root-Knot Nematode *Meloidogyne incognita* Infection of Tomato (*Solanum lycopersicum* L.) by the Oomycete Biocontrol Agent *Pythium oligandrum*

**DOI:** 10.3390/jof10040265

**Published:** 2024-04-02

**Authors:** Yuwei Xue, Weishan Li, Mengnan Li, Ningchen Ru, Siqiao Chen, Min Jiu, Hui Feng, Lihui Wei, Paul Daly, Dongmei Zhou

**Keywords:** *Pythium oligandrum*, *Meloidogyne incognita*, biological control, tomato, induced resistance

## Abstract

The biocontrol agent *Pythium oligandrum*, which is a member of the phylum Oomycota, can control diseases caused by a taxonomically wide range of plant pathogens, including fungi, bacteria, and oomycetes. However, whether *P. oligandrum* could control diseases caused by plant root-knot nematodes (RKNs) was unknown. We investigated a recently isolated *P. oligandrum* strain GAQ1, and the *P. oligandrum* strain CBS530.74, for the control of an RKN *Meloidogyne incognita* infection of tomato (*Solanum lycopersicum* L.). Initially, *P. oligandrum* culture filtrates were found to be lethal to *M. incognita* second-stage juveniles (J2s) with up to 84% mortality 24 h after treatment compared to 14% in the control group. Consistent with the lethality to *M. incognita* J2s, tomato roots treated with *P. oligandrum* culture filtrates reduced their attraction of nematodes, and the number of nematodes penetrating the roots was reduced by up to 78%. In a greenhouse pot trial, the *P. oligandrum* GAQ1 inoculation of tomato plants significantly reduced the gall number by 58% in plants infected with *M. incognita*. Notably, the *P. oligandrum* GAQ1 mycelial treatment significantly increased tomato plant height (by 36%), weight (by 27%), and root weight (by 48%). A transcriptome analysis of tomato seedling roots inoculated with the *P. oligandrum* GAQ1 strain identified ~2500 differentially expressed genes. The enriched GO terms and annotations in the up-regulated genes suggested a modulation of the plant hormone-signaling and defense-related pathways in response to *P. oligandrum*. In conclusion, our results support that *P. oligandrum* GAQ1 can serve as a potential biocontrol agent for *M. incognita* control in tomato. Multiple mechanisms appear to contribute to the biocontrol effect, including the direct inhibition of *M. incognita*, the potential priming of tomato plant defenses, and plant growth promotion.

## 1. Introduction

*Pythium oligandrum* is an important biocontrol agent that can parasitize or predate fungi and oomycetes and uses multiple mechanisms of action [1,2,3], but it has not yet been investigated for its control of root-knot nematode (RKN)-caused diseases. Predation or parasitism is a major biocontrol mechanism of *P. oligandrum* [4], which, after coming into contact with a plant pathogen, can quickly penetrate the mycelium of the plant pathogen [5]. *P. oligandrum* can also induce plant resistance, and this induced plant resistance involves increases in the production of pathogenesis-related proteins (PRs) and the modulation of hormone signaling pathways [6]. *P. oligandrum* can also promote plant growth, which involves the production, by *P. oligandrum*, of the auxin compound tryptamine [7]. Recently, there has been a report of a *P. oligandrum* preparation called Ecosin controlling a parasitic disease in dogs and cats caused by the ascarid nematodes *Toxocara canis* and *T. cati* [8]. To our knowledge, however, there are no reports of *P. oligandrum* having nematicidal activity towards plant parasitic nematodes or controlling nematode-caused plant diseases.

Root-knot nematodes (RKNs) are plant-parasitic nematodes with an obligate endoparasitic lifestyle that cause major losses to agricultural production [9]. As a major RKN species, *Meloidogyne incognita* causes major losses in global agricultural production [10]. RKNs have a complex life cycle involving plant–parasitic interactions, but there is a limited mechanistic understanding of this life cycle, as reviewed recently by Rutter et al. [11]. As detailed descriptions can be found elsewhere, such as Trudgill and Blok [12], a brief overview of the life cycle of *Meloidogyne* spp. is described. Following molting, the first-stage juvenile transforms into its second stage, J2, and these J2s can infiltrate the plant root tip. The formed giant cells serve as feeding sites and are where *M. incognita* continues to develop, causing root galls in the process. In general, RKN eggs may survive outside of the plant host for at least one year, contributing to their persistence, but the survival ability of the J2s is far more limited, with a recent study showing that the survivability of *M. incognita* J2s depends on lysosome-mediated lipolysis [13].

Tomato (*Solanum lycopersicum* L.) is a prominent vegetable crop with an annual production of ~200 million tonnes, and there are several major fungal and bacterial diseases of tomato [14]. RKNs cause major losses to the tomato industry, and at present the major treatments are chemical fungicides, but there is a need to develop more environmentally friendly alternatives [15]. There is an increasing demand for new nematicides to replace the more hazardous currently used nematicides, as reviewed recently by Desaeger et al. [16]. There are several previous reports of bacterial and fungal species used for biocontrol with nematicidal activity that can control RKN-caused diseases [17,18]. However, the use of biocontrol agents to control RKNs is far rarer than the use of conventional nematicides, and there are many challenges to increasing the use of biocontrol agents, as reviewed recently by Abd-Elgawad and Askary [19]. Recently, *Trichoderma harzianum* was shown to suppress the RKN infestation of tomato, and there was support for induced resistance being one of the biocontrol mechanisms from the data that showed increased levels of defense-related metabolites and increased expression of defense-related genes [20].

Although there are many studies using bacterial or true fungal (from the kingdom Fungi) biocontrol agents, e.g., Zhang et al. [21] recently reviewed nematode interactions with true fungi, there is still a lack of research using oomycete biocontrol agents to control root-knot nematodes such as *M. incognita*. Previously, the *P. oligandrum* GAQ1 strain was shown to parasitize or predate the oomycete broad-host-range plant pathogen *P. myriotylum* and control ginger soft-rot disease [22]. The objectives of this study were to investigate the antagonistic effects of *P. oligandrum* strains GAQ1 and CB530.74 on *M. incognita*, as well as their biocontrol mechanism through in vitro-based antagonism assays, pot trials, and transcriptome analyses.

## 2. Methods

### 2.1. Maintenance and Routine Culturing of P. oligandrum Strains

The *P. oligandrum* strain GAQ1 (Po_GAQ1) is preserved in the China General Microbiological Culture Collection Center (deposit number CGMCC No.17470). As described previously, the Po_GAQ1 strain was isolated from soil from a field where infected ginger was growing in Laiwu, Shandong Province, China [22]. The *P. oligandrum* strain CBS530.74 strain (Po_CBS530.74) was gifted to us by Prof. Daolong Dou, Nanjing Agricultural University, and was described previously by Kushwaha et al. [23]. The *P. oligandrum* CBS530.74 strain was isolated from soil in the Netherlands in 1969 according to culture collection records. The *P. oligandrum* CBS530.74 and GAQ1 strains can be distinguished genetically using barcoding primers for *CoxI,* as was shown in our previous study [22]. The *P. oligandrum* GAQ1 strain has a distinct chrysanthemal colony appearance on V8 agar, while this appearance is not obvious for the *P. oligandrum* CBS530.74 strain.

For routine plate culturing, agar plugs of the strains Po_GAQ1 and Po_CBS530.74 were inoculated on 10% V8 juice agar and incubated at 25 °C for at least 24 h. For the preparation of the V8 juice medium, one 340 mL can of V8 vegetable juice (The Campbell Soup Company, Camden, NJ, USA) was mixed with 3.5 g CaCO_3_ for 2 min, then centrifuged for 5 min at 2377× *g*. Then, the liquid supernatant was filtered through two layers of medical gauze and diluted 10-fold with double distilled water, and 1.5% *w*/*v* agar was added if required and autoclaved at 121 °C for 15 min. For the preparation of culture filtrates and mycelial pellets, 30 agar plugs of 6 mm diameter (from the edge of the colony) were used to inoculate 50 mL of 10% V8 juice medium and incubated at 90 RPM and 25 °C for 3 d until mycelial pellets were produced. The culture was filtered using triple-folded filter paper.

### 2.2. Nematicidal Effect of P. oligandrum Culture Filtrates to M. incognita

From cut-up infected tomato root tissues, the eggs of *M. incognita* were extracted with 20% bleach and collected on a 500-mesh sieve. The collected eggs were separated using 35% (*w*/*v*) sucrose by centrifugation at 4200× *g* for 5 min and rinsed three times with sterile water. Then, the eggs were surface sterilized with 10 % bleach for 5 min followed by rinsing with sterile water 4–5 times. The surface-sterilized eggs were hatched in an incubator at 25 °C for two days. The J2 stage larvae of *M. incognita* were collected, counted, and resuspended in sterile water for subsequent experiments.

1 mL of *P. oligandrum* culture filtrate and 150 J2s of *M. incognita* were added to a 24-well cell culture plate and incubated at 25 °C. Nematode viability was observed at 2 h, 4 h, 6 h, 8 h, 10 h, 12 h, and 24 h, and the number of dead J2s (determined based on a lack of mobility) were counted. Seven time points were chosen to facilitate a high temporal resolution of the mortality rate. The non-inoculated V8 medium was used as a control, with three replicates for each treatment.

### 2.3. Assays for Root Attraction of Nematodes and Nematode Penetration of Roots

The seeds of tomato cv. Moneymaker, which is susceptible to RKNs, were surface-sterilized with 10% bleach solution for 15 min, vigorously shaken and washed with sterilized water 5–6 times, and germinated in the dark on sterilized filter paper for 4–5 d until the tomato root length was about 1.5–1.8 cm.

A 23% Pluronic F-127 gel was prepared and stored at 4 °C according to Gardener and Jones [24]. A total of 20,000 J2s were prepared by centrifuging at 5000 RPM for 5 min to remove most of the water, and the J2s’ suspension was mixed with the Pluronic F-127 gel at 4 °C for a final concentration of 500 J2s/mL [25]. To a six-well cell culture plate, 3 mL of the Pluronic F-127 gel (containing 1500 J2s) was added dropwise to each well, so that the gel filled the bottom of the well, and excess air bubbles were carefully removed. Tomato seedling roots (root length about 1.5–1.8 cm) were immersed in Po_GAQ1 or Po_CBS530.74 culture filtrate, or non-inoculated V8 liquid medium, and shaken at 80 RPM for 30 min at 28 °C. The filtrate-treated tomato seedlings were placed into the Pluronic F-127 gel with two seedlings placed in each well. Three replicates were set up for each treatment, and the attraction of tomato roots to J2s was observed and imaged under a stereomicroscope at 0 h, 2 h, 4 h, 6 h, 8 h, 10 h, 12 h, 24 h, 36 h, 48 h, 60 h, and 72 h. The nematodes penetrating the tomato seedling roots were counted at 24 h using acid fuchsin staining. The acid fuchsin stain was prepared as a 0.35% *w*/*v* acid fuchsin solution in 25% *v*/*v* glacial acetic acid, and the destaining solution was prepared by mixing acetic acid, propanetriol, and water (1:1:1). For the acid fuchsin staining, the tomato seedling roots infected with nematodes, from the 24 h time point, were taken from the Pluronic F-127 gel and were treated with 20% bleach (Clorox, Oakland, CA, USA) for 3 min. The tomato seedling roots were gently rinsed with tap water for 1 min to remove most of the bleach, and then soaked in sterile water for 15 min to remove residual bleach. The 0.35% acid fuchsin solution was diluted to a 40 mL 0.00875% solution using sterilized water, and the roots were added and heated in a microwave until gently boiling. After waiting for them to cool to room temperature, the roots were removed, and 10 µL of the destaining solution was added for observation. The experiment was repeated three times.

### 2.4. Greenhouse Pot Trial of P. oligandrum Control of RKN Disease in Tomato

For the greenhouse pot trial experiment, surface-sterilized tomato (cv. Moneymaker) seeds were sown in sterilized soil (9:1 nutrient soil: vermiculite ratio) and germinated under 25 °C and 16 h light and 8 h dark conditions in a growth chamber, and, 2 weeks later, they were transplanted to sterilized soil in 0.56 L pots and grown in a greenhouse. The conditions in the greenhouse were set to 16 h of supplemental lighting and 8 h of darkness, and a temperature of 25 ± 5 °C and a humidity of approximately 70–80%. Preventative biocontrol treatments were carried out 3 d after the transplanting of tomato by inoculating the tomato rhizosphere with a 50 mL volume of Po_GAQ1 or Po_CBS530.74 mycelial pellets or a water control. A mycelium-based inoculum was used for *P. oligandrum* strains because oospore production was not optimized to achieve a yield that could be practically used as an inoculum. Seven days after applying the above treatments, each tomato seedling was inoculated with a suspension containing 500 *M. incognita* J2s at five points on its roots according to the “five-point method”, and the number of tomato root galls was counted at 30 d after inoculation with J2s of *M. incognita*. Note that the 7 d wait after the inoculation with *P. oligandrum* strains was considered sufficient for *P. oligandrum* to colonize the tomato rhizosphere. From plants inoculated with the biocontrol treatments, but not with RKN, measurements were taken to measure any growth promoting effects of the treatments. The plant height (from the base to the top of the stem), plant fresh weight, and root wet weight were measured. To measure root wet weights, the roots were first washed with tap water, and then excess water was removed with tissue paper. 

### 2.5. RNA Sequencing and Analysis

Square 10 cm Petri dishes containing 20 mL of 1% water agar were used to germinate ten tomato (cv. Moneymaker) seedlings. When seedlings reached a 1.5 cm root length, a 0.6 cm diameter mycelial plug of Po_GAQ1 was placed 0.5 cm from the tomato root tip, and incubated for 24 h at 25 °C. For the control, the seedlings were not inoculated with a mycelial plug. A 1 cm portion of the root tip was cut using a scalpel blade, and the seedling root tip samples were flash-frozen in liquid nitrogen and then stored at −80 °C. The experiment was performed with three replicates. RNA was extracted using a Trizol-based method (Accurate Biology, Changsha, China), and samples were stored at −80 °C. The samples were ground in 2 mL tubes with liquid nitrogen, and 1 mL of TRIzol reagent (Accurate Biology, Changsha, China) was added, and the sample was mixed and incubated for 5 min, and then 200 μL of chloroform was added, the sample was shaken, incubated for 5 min, and then centrifuged for 15 min at 12,000× *g* at 4 °C. The supernatant was transferred to a new tube, and an equal volume of pre-cooled isopropanol was added and mixed well, and then allowed to stand for 30 min at −80 °C, and then centrifuged at 12,000× *g* for 10 min at 4 °C. The pellet was washed with 1 mL of 75% ethanol, and later dissolved in 30 μL of DEPC-treated water. RNA samples were analyzed by Nanodrop OD260/280 and OD260/230 to check their quantity and purity. The sequencing libraries for transcriptome sequencing were made with 1.5 μg of total RNA using the NEBNext^®^ Ultra™ RNA Library Prep Kit from Illumina^®^ (NEB, Ipswich, MA, USA), following the manufacturer’s instructions. Poly-T oligo-attached magnetic beads were used to purify the mRNA, and the mRNA was fragmented with divalent cations and heat using the NEBNext First Strand Synthesis Reaction Buffer (NEB, Ipswich, MA, USA). Fragments of 200–250 bp were purified using the AMPure XP system (Beckman Coulter, Brea, CA, USA), and then 3 μL of the USER Enzyme (NEB, Ipswich, MA, USA) was used on size-selected, adaptor-ligated cDNA at 37 °C for 15 min, and then for 5 min at 95 °C, and then PCR was carried out with high-fidelity DNA polymerase along with the Universal PCR primers and Index (X) Primer. The Agilent Bioanalyzer 2100 system was used to assess the quality of the purified PCR products and library. The sequencing was carried out on an Illumina NovaSeq 6000 platform by Allwegene Technology (Beijing, China), and paired-end 150 bp reads were made. About ~40 M raw reads for each sample were made.

Clean data (clean reads) were obtained, using in-house Perl scripts, by removing reads containing adapter or poly-N and reads that were otherwise low-quality. The Q20, Q30, GC content, and sequence duplication level of the clean data were determined. These clean reads were then mapped to the reference genome sequence for the tomato cultivar ‘Heinz 1706’ genome version build SL4.0 using STAR aligner (v2.5.2b) [26]. Only reads with either a perfect match or one mismatch were analyzed further and annotated based on the reference genome for the tomato cultivar ‘Heinz 1706’ genome version build SL4.0 and annotations from the International Tomato Annotation Group (ITAG) version ITAG4.0 [27,28]. The percentage of uniquely mapped reads was at least 95% in all samples. HTSeq (v 0.5.4) [29] was used to count the number of reads mapped to each gene. Gene expression levels were estimated by fragments per kilobase of transcript per million fragments mapped (FPKM). Differential expression analysis was performed using DESeq2 (1.14.1) [30], and *P_adj_* < 0.05 from DESeq2 analysis was used to designate a gene as differentially expressed. The PCA was performed using FactoMineR [31] in the R statistical environment. GOSeq was used for gene ontology enrichment analysis with a corrected *p* value cut-off of ≤0.05 [32]. KOBAS was used for KEGG pathway enrichment with a corrected *p* value cut-off of ≤0.05 [33].

### 2.6. RNA Extraction, cDNA Synthesis, and Real-Time PCR Analysis

For qPCR analysis, RNA was extracted using a TRIzol-based method (Accurate Biology, Changsha, China), according to the manufacturer’s protocol and as described in the previous section on RNAseq. First-strand cDNA was synthesized from 1000 ng of total RNA using the Evo M-MLV RT Mix Kit with gDNA Clean for qPCR Ver.2 (Accurate Biology, Changsha, China Product no. AG11728), and the residual genomic DNA in the RNA template was removed at the same time. 

cDNA was used as the template for qPCR using a Roche LightCycler^®^96 (Roche Diagnostics, Rotkreuz, Switzerland) real-time fluorescence qPCR machine. The reaction mix was as follows: 10 μL of SYBR Green Premix Pro Taq HS qPCR Kit master mix (Accurate Biology, Changsha, China, Product no. AG11701), 0.4 μL of each primer (10 μM), 1 μL of cDNA, and 8.2 μL of nuclease-free water, for a total volume of 20 μL. The qPCR cycling conditions were as follows: pre-denaturation at 95 °C for 180 s, 40 cycles of 95 °C for 10 s, 60 °C for 30 s, followed by melt curve analysis. The specificity of the PCR was determined by the melt curve analysis and by sequencing the qPCR products, and the relative expression of the genes was calculated using the 2^−ΔΔCt^ method [34]. Actin, ubiquitin, and 18S were used as the internal reference genes, and expression levels were normalized using the arithmetic mean of the *Cq* values of the three reference genes. All primers used are listed in Table S1, along with their primer amplification efficiencies, which were between 92% and 106%.

### 2.7. Statistical Analysis

Generally, experiments were repeated three times and subjected to ANOVA analysis using GraphPad Prism statistical software package (version 10.1.0, GraphPad Software, San Diego, CA, USA). Tukey’s least significant difference post hoc test or Dunnett’s post hoc test was used for multiple mean comparisons at the *p* ≤ 0.05 level.

## 3. Results

### 3.1. The P. oligandrum GAQ1 Culture Filtrate Is Lethal to M. incognita

Initially, to identify whether *P. oligandrum* could effectively control nematode-caused diseases, the culture filtrate was tested for its inhibition of *M. incognita* second-stage juveniles (J2s). The culture filtrate of Po_GAQ1 led to an 84.17% mortality of J2s 24 h after treatment. Another *P. oligandrum* strain, Po_CBS530.74, had a J2 mortality rate of 74% 24 h after treatment. The nematode J2 mortality rate of the control group was only 14.5% 24 h after treatment with non-inoculated V8 liquid medium (Figure 1). As the initial experiments supported an inhibitory effect of the *P. oligandrum* culture filtrates towards *M. incognita*, the next experiments tested whether this inhibitory effect could protect tomato seedlings from colonization and penetration by *M. incognita*.

### 3.2. P. oligandrum Culture Filtrate Inhibits J2s’ Movement toward Tomato Roots

1500 second-stage juveniles (J2s) of *M. incognita* were dispersed in Pluronic F-127 gel, and the aggregation of J2s at the tomato root tips was observed at different time points (Figure 2). In the control group, at 8 h, the number of nematodes attracted to the roots gradually increased, and there was a tendency for them to aggregate (Figure 2). At 24 h, after the number of nematodes aggregated at the tip of the tomato root began to decline, root expansion at the tip was noticeable, indicating that many nematodes had entered into the tip of the root. The results of the assays on the root attraction of nematodes (chemotaxis) showed that, compared with the control, the Po_GAQ1 and Po_CBS530.74 culture filtrates inhibited the attraction ability of tomato to nematodes. 

At the 24 h time point, the tomato root staining (Figure 3) showed that Po_GAQ1 filtrate-treated tomato root tips had the lowest number of penetrating nematodes (23.47 ± 10.4), which was a reduction in penetration of 78.2% compared to the non-filtrate-treated control group, where an average of 107.74 ± 34.1 nematodes penetrated the root. For the *P. oligandrum* strain Po_CBS530.74 filtrate treatment, the average number of nematodes penetrating the root was 30.42 ± 13.9, which was a reduction of 71.76% compared to the control group.

### 3.3. P. oligandrum Reduces RKN Infestation and Promotes Plant Growth in Pot Trials

To investigate whether *P. oligandrum* could control the RKN diseases of tomato under greenhouse conditions, Po_GAQ1 and Po_CBS530.74 mycelial pellets were used to inoculate tomato plants in a pot experiment, and, a week later, the tomato plants were infected with *M. incognita*. The results showed that, compared with the control group, both Po_GAQ1 and Po_CBS530.74 significantly (*p* < 0.05) reduced the number of tomato root galls per gram of root by 57.87% and 46.28%, respectively (Figure 4). 

The treatment of tomato plants with Po_GAQ1 and Po_CBS530.74 also promoted the growth of the tomato plants (Figure 5). One week post treatment, the biomass of tomato plants inoculated with the *P. oligandrum* strains began to increase significantly, and the size of the increases compared to the water-inoculated control became larger over time. Four weeks after the treatment of the tomato plants with Po_GAQ1, there were significant increases in their measured plant height (41 cm, 36.4% increase), plant weight (40.8 g, 27.2% increase), and root weight (5.5 g, 48.2% increase) compared with the water-treated control. For the treatment with Po_CBS530.74, there were significant increases in the measured plant weight (42.2 g, 31.2% increase) and root weight (5.8 g, 56.6% increase) compared with the water-treated control, while its trend showed an increase in plant height (33.8 cm, 11.9% increase) that was not statistically significant in the post hoc test used. Overall, the treatments with Po_GAQ1 and Po_CBS530.74 led to clear growth-promotion effects on the tomato plants and demonstrated that there were plant-mediated effects of *P. oligandrum* and also that these growth-promotion effects could be another potential mechanism contributing to disease control.

### 3.4. Inoculation of Tomato Seedling Roots with P. oligandrum GAQ1 Leads to Gene Expression Changes in Tomato Roots

The results of the pot trial with tomato and Po_GAQ1 showed a disease control effect, and while the nematicidal activity of the filtrates supported a direct effect of *P. oligandrum* on nematode viability, the increase in the growth of tomato plants inoculated with *P. oligandrum* also suggested that there was an interaction between *P. oligandrum* and tomato plants. To investigate the response of tomato to *P. oligandrum*, the gene expression changes in tomato seedling roots growing with the Po_GAQ1 strain were measured. 

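RNA was sequenced from 1 cm tomato root tips of 3 replicates grown for 24 h at 25 °C with a mycelial plug of Po_GAQ1 placed 0.5 cm from the root tip, and from 3 control replicates grown without a plug. The authors mapped the cleaned reads to the tomato genome with STAR, kept reads with at most 1 mismatch, and counted them per gene with HTSeq. The deposited values are these counts without normalization, and FPKM values that the authors calculated from them. The counts on genes summed to 16775638, 18084249 and 16821131 in control replicates 1 to 3. In *P. oligandrum* replicates 1 to 3 they summed to 16586485, 18061262 and 17518367. The files list 36437 entries, of which 20064 had at least 10 counts in at least 3 of the 6 samples and were tested. Differences between the groups were tested on the counts with edgeR's quasi-likelihood test, with TMM normalization and Benjamini-Hochberg adjustment, at an adjusted p threshold of 0.05. The paper used DESeq2 at the same threshold. The chi-square per gene between replicates of 1 group was between 3.05 and 3.26 for the control samples and between 4.54 and 6.95 for the *P. oligandrum* samples, so all replicates differed by more than the sampling noise. The choices that could change the numbers are the test, the scaling of the libraries and the filter on low counts.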

The PCA showed a clear separation of the three replicate transcriptome samples from the control roots and the samples from roots growing in the presence of *P. oligandrum* (Figure 6A). 

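The PCA was recalculated on log2 CPM of the tested genes (prior count 2), centred and not scaled. The first component held 51.2% of the variance and the second 14.2%. On the first component the *P. oligandrum* samples had a mean score of 29.7 ± 4.29 (SD, n = 3) and the control samples -29.7 ± 1.22 (SD, n = 3). Every *P. oligandrum* sample lay on the other side of every control sample (exact permutation test, two-sided, p = 0.1, the smallest p that 3 samples against 3 allow). On the second component the *P. oligandrum* samples lay apart from each other, with scores of 30.7, -17.7 and -14.6 for replicates 1 to 3. The control samples scored between -2.17 and 2.04. The share on the first component depended on the values used, from 36.4% with log2(FPKM + 1) scaled to unit variance to 69.3% with the 500 most variable genes.

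**Figure D1:**
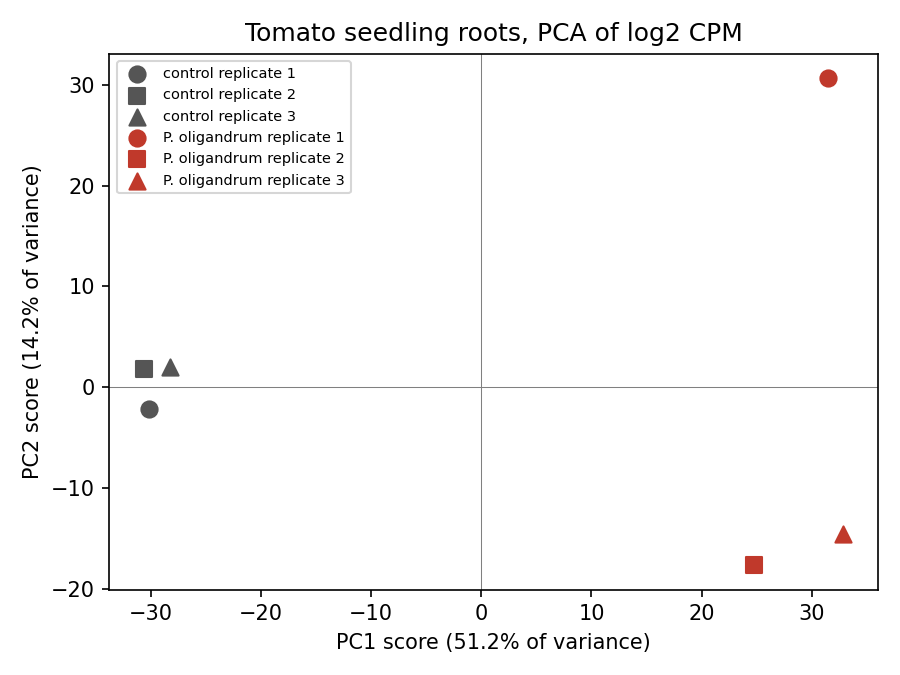
Scores of the 6 samples on the first component (x axis, 51.2% of the variance) and the second component (y axis, 14.2% of the variance) of log2 CPM. Each point is 1 sample, grey for control and red for *P. oligandrum*, with the marker giving the replicate. The *P. oligandrum* samples lie between 24.8 and 32.8 on the first component, and the control samples between -30.6 and -28.3.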

The clustering pattern of the replicates in the PCA showed a clear effect of the presence of *P. oligandrum* on the gene expression patterns in the tomato seedling roots. 

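With edgeR's quasi-likelihood test, 3724 of the tested genes changed with *P. oligandrum* at an adjusted p under 0.05, which is 18.6% of them. Of these, 1978 were higher and 1746 lower. Which direction held more genes depended on the scaling, with 1813 higher and 1973 lower when libraries were scaled by their totals only. Most changes were small, with a median absolute log2 fold change of 0.40, and 13.6% of the changed genes had an absolute log2 fold change of at least 1. In 3522 of the changed genes the 3 samples of 1 group all lay above those of the other. Over all tested genes this held for 33.4%, where chance gives 10%. The alternative that moved the count most was the added limit on the fold change, which left 505 genes. DESeq2 with its default settings called 3190 genes, of which 3161 were also called by edgeR. With its beta prior and no independent filtering it called 3048. The paper's number from an earlier DESeq2 version, 2719, is lower than both, and the cause was not tested. The number also depended on single samples, from 2545 genes without control replicate 2 to 4375 without *P. oligandrum* replicate 2. Among changed genes with non-overlapping groups and a mean of at least 10 CPM, the largest rise was in Solyc09g007020.2, from 0.731 ± 0.383 to 40.9 ± 5.01 CPM (SD, n = 3). Its log2 fold change was 5.79 (standard error 0.19, adjusted p = 1.3e-15, edgeR with Benjamini-Hochberg adjustment). The next largest was Solyc03g019690.1, with a log2 fold change of 4.28 (standard error 0.12, adjusted p = 2.1e-16, edgeR). The largest falls were in Solyc12g098290.1, from 27.1 ± 3.72 to 1.81 ± 0.385 CPM (SD, n = 3; log2 fold change -3.89, adjusted p = 1.2e-13, edgeR), which lies in a run of 4 adjacent genes that were all lower, and in Solyc03g082770.1 (log2 fold change -3.73, adjusted p = 5.8e-13, edgeR). The tables used here do not pair these 4 identifiers with symbols.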

In total, there were 2719 differentially expressed tomato genes, with 1437 genes up-regulated in the presence of *P. oligandrum* and 1282 genes down-regulated in the presence of *P. oligandrum* (Figure 6B and Table S2). GO enrichment and KEGG pathway analyses were used to understand the gene expression changes in tomato roots due to the presence of *P. oligandrum*.

There were 191 GO terms enriched in the up-regulated genes and 27 GO terms enriched in the down-regulated genes (Table S3). Of the GO terms enriched in the up-regulated genes, three of the most notable terms were the GO:0006952 defense response, the GO:0050832 defense response to fungus, and the GO:0098542 defense response to other organisms. These three GO terms supported a response from defense-related tomato genes to the presence of *P. oligandrum*. 

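The copy of Table S3 used here gives complete gene lists for defense response to fungus, with 10 genes, and defense response to other organism, with 19 genes. For defense response it gives the first 23 of the 55 genes. The lists hold genes the paper had called on these samples, so counts over them are not independent evidence. All 10 genes of the fungus list were higher with *P. oligandrum* with edgeR, adjusted over all genes tested, and also adjusted over the list alone. Their median log2 fold change was 1.14, with the smallest, 0.46, in Solyc06g005170.3 and the largest in Solyc09g007020.2. Of the 19 genes for other organisms, 19 were called in both ways, with a smallest log2 fold change of 0.31 in Solyc01g109110.3 (adjusted p = 0.00988, edgeR with Benjamini-Hochberg adjustment). Without control replicate 2 that gene was no longer called (adjusted p = 0.0543, within a range of 0.00271 to 0.0543 over its alternatives). PRP2 (Solyc01g097240.3), which is in both lists, was not called without control replicate 1 or without control replicate 3. Without either of these samples, 9 of the 10 and 18 of the 19 genes were called, and with a minimum of 50 counts 8 and 17 were. In both lists every gene had its 3 *P. oligandrum* samples above the 3 control samples, where chance gives 10% of genes apart in either direction. Every gene of the fungus list is also in the list for other organisms, so the counts of the 2 lists are not separate evidence. The first 23 genes of defense response were higher in all samples with *P. oligandrum*, by a log2 fold change of at least 0.25 with a median of 0.89. The paper takes the enrichment of the 3 terms as support for a response of tomato defense genes to *P. oligandrum*.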

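The salicylic acid biosynthetic process list of Table S3 holds 4 genes, chosen by the paper on these samples. All 4 were higher with *P. oligandrum*, adjusted over all genes tested and adjusted over the list alone, and remained called under each of the alternatives tried. The largest change was in Solyc07g063090.1, from 6.53 ± 2.22 CPM in the control samples to 16.0 ± 3.16 CPM with *P. oligandrum* (SD, n = 3). Its log2 fold change was 1.29 (standard error 0.19, adjusted p = 3.1e-05, edgeR with Benjamini-Hochberg adjustment). The smallest was in Solyc09g075040.3, from 10.7 ± 0.745 to 17.5 ± 0.874 CPM (SD, n = 3). That gene had a log2 fold change of 0.71 (standard error 0.12, adjusted p = 1.2e-04, edgeR). Both Solyc07g063090.1 and Solyc09g075040.3 are also in the list of defense response to other organism.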

The GO terms for chitinase activity (GO:0004568) and the salicylic acid biosynthetic process (GO:0009697) were also enriched in the tomato genes up-regulated when inoculated with *P. oligandrum*. 

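The chitinase activity list of Table S3 was tested in the counts with edgeR. All 11 genes were higher with *P. oligandrum*, adjusted over all genes tested and adjusted over the list alone, with a median log2 fold change of 1.04. The list was chosen by the paper on these samples and is not independent evidence. It also shares genes, such as Solyc02g061770.3, with the defense lists above. Mean levels over the 6 samples ranged from 1.17 to 509 CPM. Solyc02g061770.3 had the largest log2 fold change, 2.23 (standard error 0.43, adjusted p = 6.3e-04, edgeR with Benjamini-Hochberg adjustment), on 38, 36 and 26 counts with *P. oligandrum* and 8, 5 and 8 in the control samples. With DESeq2's beta prior its log2 fold change was 0.75. Solyc07g005090.3 had the smallest, 0.18 (standard error 0.053, adjusted p = 0.0180, edgeR). This gene was no longer called without control replicate 1 (adjusted p = 0.0771, edgeR), without control replicate 2 (adjusted p = 0.101, edgeR), or with a trend along gene length removed (adjusted p = 0.0803, edgeR), an alternative chosen after seeing the data. Over its alternatives the adjusted p ranged from 0.00668 to 0.101. Without any 1 of the control samples, or with a minimum of 50 counts, 10 of the 11 genes were called. Chitinases form a gene family, and whether near-identical members share reads was not tested.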

There were 11 genes responsible for the enrichment of the GO term for chitinase activity, including seven putative GH19 chitinases (Pfam00182) and three putative GH18 chitinases (Pfam00704) (Tables S2 and S3). 

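The lignin and phenylpropanoid catabolic process lists of Table S3 hold the same 8 genes. All 8 were lower with *P. oligandrum*, adjusted over all genes tested and adjusted over the list alone, though the paper chose the list on these samples. The changes were small, with a median log2 fold change of -0.49. Solyc02g062650.3 fell the most, from 17.5 ± 0.256 to 10.9 ± 2.50 CPM (SD, n = 3; log2 fold change -0.68, adjusted p = 0.00112, edgeR with Benjamini-Hochberg adjustment). Solyc07g049460.3 fell the least, from 227 ± 5.86 to 195 ± 12.2 CPM (SD, n = 3; log2 fold change -0.22, adjusted p = 0.00609, edgeR). Without *P. oligandrum* replicate 3, 7 of the 8 genes were called. In each of the 8 genes the 3 *P. oligandrum* samples lay below the 3 control samples.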

Among the notable GO terms enriched in the down-regulated genes, the lignin (GO:0046274) and phenylpropanoid (GO:0046271) catabolic processes’ GO terms were enriched in the down-regulated tomato genes when tomato seedling roots were inoculated with *P. oligandrum*.

In the up-regulated genes, there were three KEGG pathways that were enriched: the sly03010 ribosome pathway, sly00520 amino sugar and nucleotide sugar metabolism pathway, and sly00100 steroid biosynthesis pathway (Figure S1 and Table S4). 

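Of the ribosome pathway the copy of Table S4 used here lists the first 23 of 153 genes, so no test was run on that list. These 23 genes had log2 fold changes between 0.21 and 0.54 with edgeR, with a median of 0.39. Among the 7125 genes with a mean log2 CPM above 5, shorter genes were higher with *P. oligandrum* more often than longer ones, and with that trend removed, an alternative chosen after seeing the data, the median of these 23 genes was 0.31 and 20 of them were still called. The amino sugar and nucleotide sugar metabolism list gives the first 23 of 28 genes, all of them higher, with a median log2 fold change of 1.02 and the largest at 2.62. The steroid biosynthesis list is complete, and all 12 of its genes were higher, adjusted over all genes tested and adjusted over the list alone. The paper chose that list on these samples. Without control replicate 3 or without *P. oligandrum* replicate 2, 11 of the 12 were called. The largest change was in Solyc06g005750.3 (SMO4 in the RefSeq annotation of assembly SLM_r2.1), from 11.0 ± 1.49 to 18.4 ± 1.69 CPM (SD, n = 3; log2 fold change 0.75, adjusted p = 1.6e-04, edgeR with Benjamini-Hochberg adjustment). The smallest was in Solyc12g098640.2 (CPI), from 112 ± 3.10 to 131 ± 1.44 CPM (SD, n = 3; log2 fold change 0.22, adjusted p = 0.00493, edgeR).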

Other notable KEGG pathways that, while significantly enriched at the non-corrected P-value level, were not significant after correction for multiple testing were the sly00940 phenylpropanoid biosynthesis pathway, sly04016 MAPK signaling pathway—plant, and sly04626 plant–pathogen interaction pathway (Figure S1 and Table S4). 

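The copy of Table S4 gives the first 23 of the 27 genes of the MAPK signaling pathway and the first 23 of the 27 of plant–pathogen interaction. It also gives the first 23 of the 33 up-regulated genes of phenylpropanoid biosynthesis. No test was run on these incomplete lists. Among the listed genes, the median log2 fold change in the MAPK pathway was 0.76, and in plant–pathogen interaction it was 0.43. Both lists hold Solyc09g007020.2 as the largest change, and in both the smallest log2 fold change was 0.17.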

No KEGG pathways were significantly enriched in the down-regulated genes when using the corrected *p* value (*q* value) threshold.

### 3.5. Presence of P. oligandrum GAQ1 Modulates the Expression of Tomato Defense, Growth, and Signaling-Related Genes

Based on the trends from the GO and KEGG pathway enrichment analyses, a subset of tomato genes that were differentially expressed were selected for further analysis of their expression changes from a time course of tomato seedlings inoculated with Po_GAQ1. Figure S2 shows representative images of the tomato seedling roots sampled for the time-course analysis. Auxins are key plant hormones for mediating growth, and PIN family proteins are auxin efflux transporters and are involved in controlling cellular auxin efflux [35]. The auxin efflux facilitator *SlPIN10* gene (*Solyc04g056620.2*) was up-regulated at all the time points analyzed (12 h, 24 h, 36 h, and 48 h) (Figure 7). The expression or abundance of pathogenesis-related proteins, such as Pathogenesis-related protein P2 (PRP2) and Pathogenesis-related protein 1, can change due to the presence of pathogens or pathogen-derived molecules. The tomato genes pathogenesis-related protein P2 (PRP2) (*Solyc01g097240.3*) and pathogenesis-related protein 1 (*Solyc00g174340.2*) were up-regulated at multiple time points in the tomato seedling roots inoculated with *P. oligandrum* (Figure 7). *WRKY* genes are key regulators of plant biotic and abiotic responses [36,37]. The tomato *WRKY33* gene (*Solyc09g014990.3*) was up-regulated at all of the time points analyzed (12 h to 44 h). Jasmonate ZIM-domain (JAZ) proteins are important regulators of jasmonate signaling, which is an important component of the plant responses to pathogen attacks [38]. The jasmonate ZIM-domain protein 1 (*Solyc12g009220.2*) was up-regulated at multiple time points in seedling roots inoculated with *P. oligandrum* (Figure 7).

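The RNA-seq counts of the 5 time-course genes were tested in the 24 h samples. All 5 were higher with *P. oligandrum* with edgeR, adjusted over all genes tested and adjusted over the list alone. The paper took them from its differentially expressed genes, so this is not independent evidence. *SlPIN10* (Solyc04g056620.2) rose from 15.2 ± 1.82 to 54.5 ± 3.62 CPM (SD, n = 3), a log2 fold change of 1.84 (standard error 0.091, adjusted p = 1.4e-12, edgeR with Benjamini-Hochberg adjustment). *WRKY33* (Solyc09g014990.3) rose from 8.90 ± 1.13 to 17.8 ± 1.87 CPM (SD, n = 3), a log2 fold change of 1.00 (standard error 0.13, adjusted p = 8.3e-06, edgeR). The jasmonate ZIM-domain protein 1 gene (Solyc12g009220.2) rose from 1.06 ± 0.255 to 3.25 ± 0.917 CPM (SD, n = 3), a log2 fold change of 1.61 (standard error 0.32, adjusted p = 0.00102, edgeR), and of 0.77 with the beta prior of DESeq2. With each sample left out in turn, these 3 genes stayed past the threshold. For each of the 5 genes every *P. oligandrum* sample lay above every control sample (exact permutation test, two-sided, p = 0.1, the smallest p possible).

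**Figure D2:**
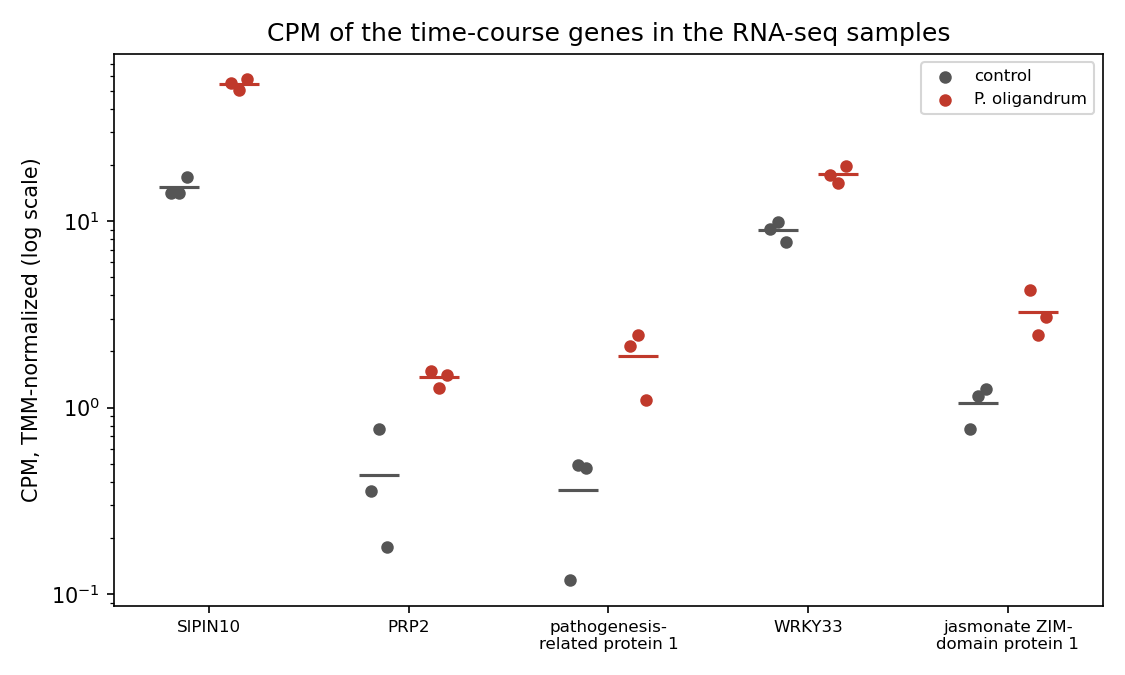
CPM (TMM-normalized, log scale on the y axis) of the 5 time-course genes (x axis) in the RNA-seq samples. Each point is 1 sample, grey for control and red for *P. oligandrum*, and the line is the mean of 3 samples. *SlPIN10* is the highest, at 54.5 CPM with *P. oligandrum*, and every *P. oligandrum* point lies above the control points of its gene.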

The genes used in this time-course analysis were also used to validate the expression changes in the RNAseq data using the same samples that were used for the RNAseq, and here, as expected, the trends from the RNAseq data were validated by the qPCR analysis (Figure S3).

## 4. Discussion

Here we have shown that *P. oligandrum* has a biocontrol effect on RKN-caused diseases of tomato, and that the nematicidal activity (leading to the reduced attraction of nematodes to tomato roots and their penetration of tomato roots), the promotion of tomato plant growth, and the priming of tomato plant defenses, are all likely contributory mechanisms. To our knowledge, this is the first study of a biocontrol oomycete species controlling an RKN-caused disease of tomato. 

There are previous reports of biocontrol bacterial and fungal species producing metabolites such as enzymes, toxins, antibiotics, and volatiles with nematicidal activity to control root-knot nematode diseases; for recent reviews see [17,18]. For example, volatile organic compounds produced by the fungus *Metarhizium brunneum* can kill juveniles of the RKN *M. hapla* [39] and the *Bacillus subtilis* strain Bs-1 can produce nematicidal compounds to repel *M. incognita* J2s [40]. By studying the effect of *P. oligandrum* culture filtrates on the activity of *M. incognita* J2s, it was found that *P. oligandrum* culture filtrates had a good nematicidal effect (Figure 1), and their specific nematicidal components could be investigated in future studies. For example, the *Pseudomonas simiae* MB751 strain caused the mortality of *M. incognita* J2s, and a cyclic dipeptide Cyclo(L-Pro-L-Leu) was found to be one of the main nematicidal components produced by the strain [41]. Their nematicidal components likely include hydrolytic enzymes such as proteases (including collagenases) and chitinases [42]. The genome of the *P. oligandrum* ATCC 38472 strain was annotated with 156 secreted proteases [43], and these could potentially contribute to the nematicidal properties of the *P. oligandrum* GAQ1 and CBS530.74 culture filtrates by hydrolyzing the *M. incognita* cuticle. Also of note, the genome of the *P. oligandrum* CBS530.74 strain was annotated with 13 GH19 enzymes which are predicted to have chitinase activity [44]. Although this chitinolytic activity is less relevant to its nematicidal activity towards *M. incognita* J2s, it could contribute to its nematicidal activity towards *M. incognita* eggshells.

Plant root secretion is an important nutrient for rhizosphere microorganisms and plays a signal-mediated role in the recognition process between rhizosphere microorganisms and hosts. Studies have shown that plant root secretions influence nematodes’ growth and development, movement orientation, and host infestation (see the review by Rutter, Franco and Gleason [11]). Biocontrol agents have the potential to adversely affect plant-parasitic nematodes’ growth and development by influencing the composition of root secretions. We found that tomato seedling roots treated with a culture filtrate of *P. oligandrum* could significantly reduce the attractiveness of their roots to *M. incognita*, and this likely led to the reduction in nematode penetration (Figure 2 and Figure 3). The relative contribution of direct nematicidal activity from the *P. oligandrum* filtrates, compared to their indirect effects via modulating root secretions to reduce the attraction of roots to *M. incognita,* was not possible to determine in our study but would be of interest for future studies. 

There are broad similarities in the ~50% reductions in the numbers of galls in tomato using *P. oligandrum* strains (Figure 4) compared with other studies from the literature where fungal or bacterial biocontrol agents were used. When a *T. harzianum* strain was used to treat tomato plants before an inoculation of the RKN *M. incognita*, there was a 74% reduction in the number of galls per gram of root [20]. The treatment of tomato with *Pseudomonas simiae* MB75 before its inoculation with *M. incognita* led to a ~5-fold reduction in its galling index [41]. Similarly, in a study using another bacterial biocontrol strain, the treatment of tomato with *Bacillus velezensis* strain YS-AT-DS1 before its inoculation with *M. incognita* led to a ~50% reduction in the number of galls per plant [45]. In a screen of potential bacterial biocontrol agents, the treatment of tomato with two of the best-performing strains, *Bacillus methylotrophicus* strain R2-2 and *Lysobacter antibioticus* strain 13–6, before its inoculation with *M. incognita*, led to a ~50% reduction in their gall-number-based disease index [46]. Our greenhouse pot-based experiments showed that the number of tomato root galls decreased significantly after seedlings’ treatment with cultures of either of the *P. oligandrum* strains, supporting their potential to control RKN infestations in field conditions.

Through the transcriptomics and analysis of their differentially expressed genes, some plant-mediated mechanisms of the *P. oligandrum* GAQ1 suppression of root-knot nematode disease can be suggested. One of the first studies that demonstrated that *P. oligandrum* could induce plant defense responses was a study with tomato [47]. Several of the tomato transcriptomic responses to *P. oligandrum* support a tomato defense-priming response to the presence of *P. oligandrum*. Lignin can function as a barrier to pathogen entry, and lignin accumulation can increase the resistance of *A. thaliana* to *M. incognita* penetration [48]. The transcriptome responses of tomato seedling roots suggested attempts to increase lignification in their roots. Several genes in the phenylpropanoid pathway were up-regulated, which could increase the supply of sub-units for the synthesis of lignin, and several laccase genes were also down-regulated, which could be involved in reducing the breakdown of lignin. 

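In the phenylpropanoid biosynthesis pathway, the first 23 up-regulated genes in the copy of Table S4 had log2 fold changes between 0.20 and 3.34, with a median of 0.53. The list of down-regulated genes of the same pathway is complete and holds 21 genes, chosen by the paper on these samples. All 21 were lower with edgeR, adjusted over all genes tested and adjusted over the list alone, with a median log2 fold change of -0.56. Without *P. oligandrum* replicate 3, 20 of the 21 were called. Solyc11g007220.2 fell the most, from 159 ± 5.69 to 23.5 ± 3.51 CPM (SD, n = 3; log2 fold change -2.76, adjusted p = 2.9e-16, edgeR with Benjamini-Hochberg adjustment). Solyc10g050160.2 fell the least, from 642 ± 17.3 to 561 ± 25.8 CPM (SD, n = 3; log2 fold change -0.20, adjusted p = 0.00509, edgeR).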

Two early studies on *P. oligandrum* suggested that a deposition of phenolic compounds in tomato cell walls was one of the responses to *P. oligandrum* [47,49]. Salicylic acid is a key hormone in plant defense responses [50]. In the tomato seedling roots inoculated with *P. oligandrum*, there was an up-regulation of genes involved in the synthesis of salicylic acid (Figure 6). Previously, in rapeseed seedlings which were inoculated with various *P. oligandrum* strains before sowing, higher levels of salicylic acid were measured [51]. Chitinases are one of the major categories of pathogenesis-related (PR) genes with representatives in the PR families PR-3, PR-4, PR-8, and PR-11, and they are an important part of plant defenses against chitin-containing pathogens [52]. Eleven tomato putative chitinase genes were up-regulated in the seedling roots in response to *P. oligandrum* (Table S2). These up-regulated chitinases could contribute to their increased resistance to *M. incognita* by degrading *M. incognita* eggshells, as chitin is an important component of nematode eggshells [42]. 

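The genes pathogenesis-related protein 1 (Solyc00g174340.2) and PRP2 (Solyc01g097240.3) had few counts in the RNA-seq samples. Pathogenesis-related protein 1 had 35, 44 and 19 counts in *P. oligandrum* replicates 1 to 3, and 2, 9 and 8 in control replicates 1 to 3. Its log2 fold change was 2.35 (standard error 0.49, adjusted p = 0.00146, edgeR with Benjamini-Hochberg adjustment), and between 1.95 and 2.64 with each sample left out in turn. With the beta prior of DESeq2, which shrinks fold changes toward 0, it was 0.68. Table S1 also gives Solyc09g007010 for this gene, an identifier with no entry of its own in the count table, and whether it shares reads with a copy was not tested. PRP2 had 26, 23 and 26 counts with *P. oligandrum* and 6, 14 and 3 in the control samples. It rose from 0.434 ± 0.302 to 1.45 ± 0.154 CPM (SD, n = 3; standard error of the log2 fold change 0.48, adjusted p = 0.0140, edgeR), with a log2 fold change between 1.35 and 2.41 with each sample left out in turn and of 0.49 with the beta prior. It was no longer called without control replicate 1 (adjusted p = 0.0633) or without control replicate 3 (adjusted p = 0.0694). Over its alternatives the adjusted p ranged from 0.00674 to 0.0694.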

Other tomato PR genes from the family PR1 and the PRP2 gene were up-regulated, suggesting a broad spectrum of the up-regulation of PR genes in response to *P oligandrum* and possibly contributing to priming tomato defenses. Recently, in tomato, a PR1 family protein called SlPR1 has been suggested to be important for early immunity against Fusarium wilt disease [53]. It is likely that the tomato’s defense priming in part occurs via the constitutively expressed *P. oligandrum* elicitin-like protein oligandrin, as oligandrin has been shown previously to induce defense responses when applied to tomato fruit [54], and also possibly via *P. oligandrum* Nep1-like proteins (NLPs) which were shown recently to reduce the *P. capsici* infection of tomato fruits [55]. Previously, volatiles from the *P. oligandrum* GAQ1 strain were shown to up-regulate genes involved in growth-related hormone signaling and stress responses in ginger [56,57]. Note that the contribution of *P. oligandrum*-produced volatiles to the tomato seedling roots’ gene expression is probably limited as the volatile compounds likely diffuse out from the culture dishes.

Part of our motivation for investigating *P. oligandrum* was that the oomycete species had not been previously tested on root-knot nematodes. However, there are reports on using *P. oligandrum* biocontrol strains to control other nematode-caused diseases. Previously, a commercial preparation of *P. oligandrum* called Ecosin was shown to have larvicidal activity towards the nematode *Uncinaria stenocephala,* which parasitizes animals [58]. The *P. oligandrum* preparation Ecosin can also control the roundworm infection in dogs and cats caused by the ascarid nematodes *Toxocara canis* and *T. cati* [8]. The mechanisms by which Ecosin works here with these nematodes appear to involve nematophagous activities towards eggs and larvae after the germination of *P. oligandrum* from the spores contained in the Ecosin preparation [8].

In conclusion, we have demonstrated how a biocontrol species from the phylum Oomycota, *P. oligandrum*, can also function in antagonizing root-knot nematodes with similar levels of efficacy to fungal and bacterial biocontrol agents in controlling nematode-caused diseases or infestations of tomato.

## Figures and Tables

**Figure 1:**
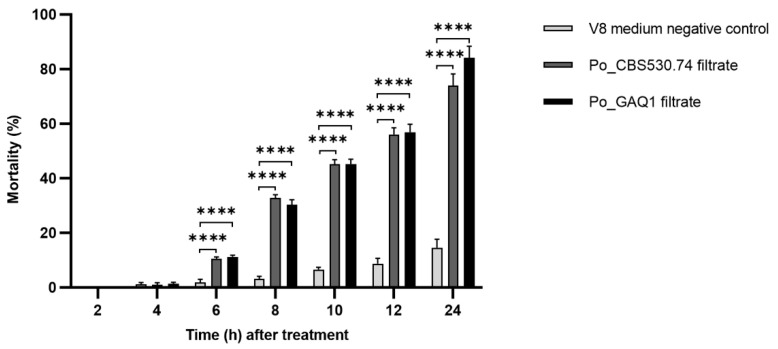
Nematicidal effects of culture filtrates of *P. oligandrum* (Po) strains Po_CBS530.74 and Po_GAQ1 towards *M. incognita* J2s at various time points after the addition of the filtrates to J2s. An non-inoculated V8 medium was used as a control. Error bars represent standard deviation, *n* = 4. **** = *p* < 0.0001. The results of repeated experiments all showed the same trend.

**Figure 2:**
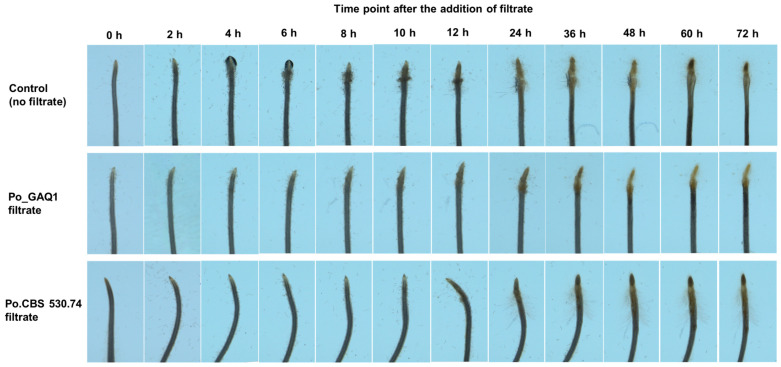
Effect of culture filtrates of *P. oligandrum* (Po) strains Po_CBS530.74 and Po_GAQ1 on the attraction of *M. incognita* J2s to tomato roots. The controls are the seedling roots in Pluronic F-127 gel without a culture filtrate treatment. The images are representative of the seedling roots that were analyzed for each treatment at each time point. The results of repeated experiments all showed the same trend.

**Figure 3:**
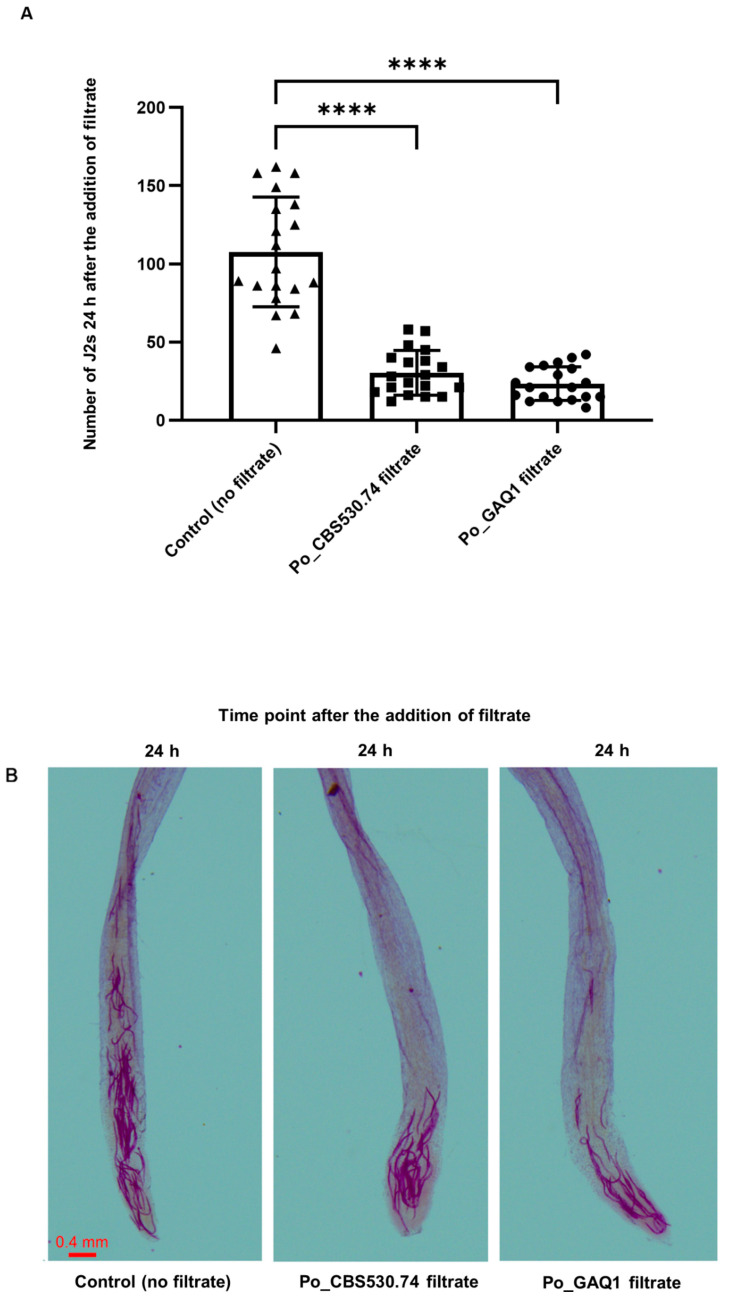
Infection or penetration of tomato roots by *M. incognita* 24 h after the addition of culture filtrates of *P. oligandrum* (Po) strains Po_CBS530.74 and Po_GAQ1. (**A**) number of J2s of *M. incognita* infecting a tomato root at 24 h and (**B**) representative images of acid fuchsin staining of nematodes in tomato roots. Error bars represent standard error, *n* = 19 tomato seedling roots. Significant differences, from ANOVA analysis, are shown: **** = *p* < 0.0001. The control is the seedling root in Pluronic gel without a *P. oligandrum* culture filtrate treatment. The results of repeated experiments all showed the same trend.

**Figure 4:**
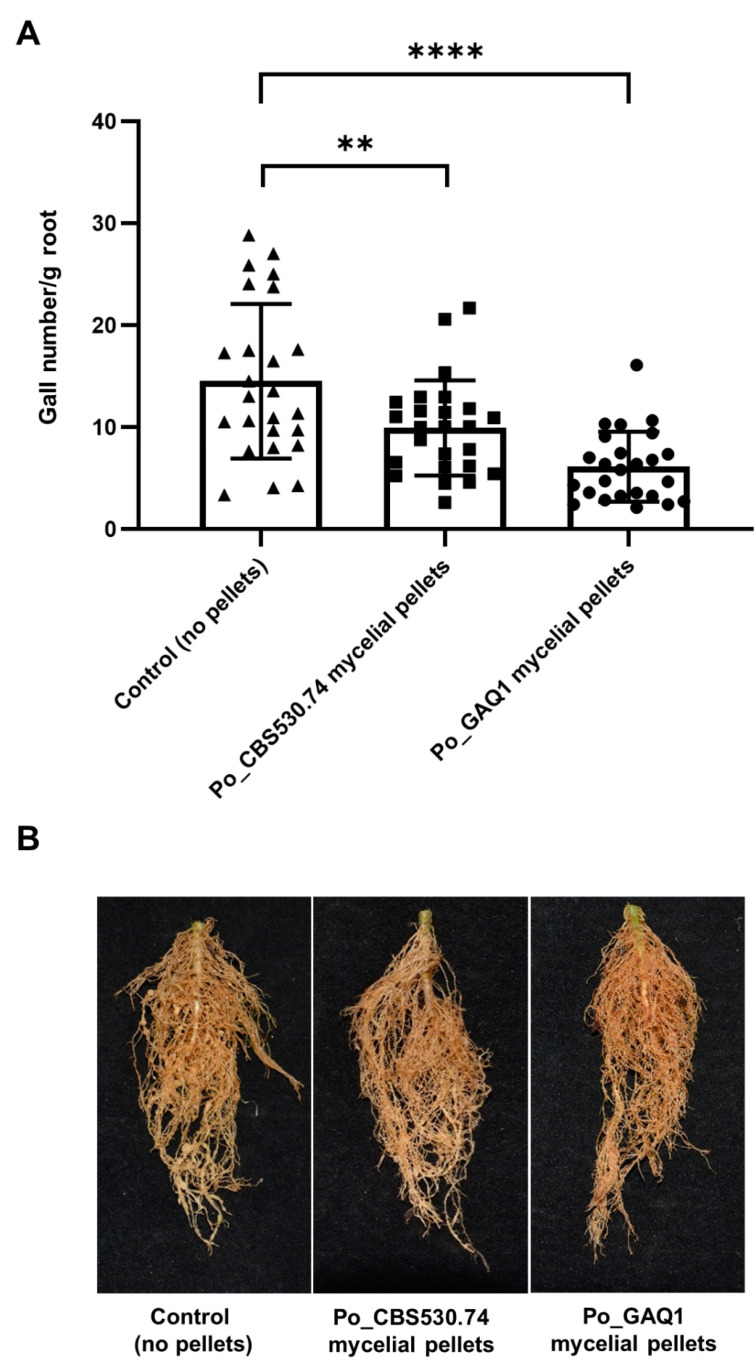
Biocontrol effect of mycelial pellets of *P. oligandrum* (Po) strains Po_CBS530.74 and Po_GAQ1 on root-knot-nematode-caused tomato disease in pot trial. (**A**) the number of galls per gram of roots, and (**B**) representative images of plants from pot trial. Error bars represent standard deviation, *n* = 25. Significant differences, from ANOVA analysis, are shown: **** = *p* < 0.0001, ** = *p* < 0.01. The control here is infected tomato plants without a *P. oligandrum* treatment. The results of repeated experiments all showed the same trend.

**Figure 5:**
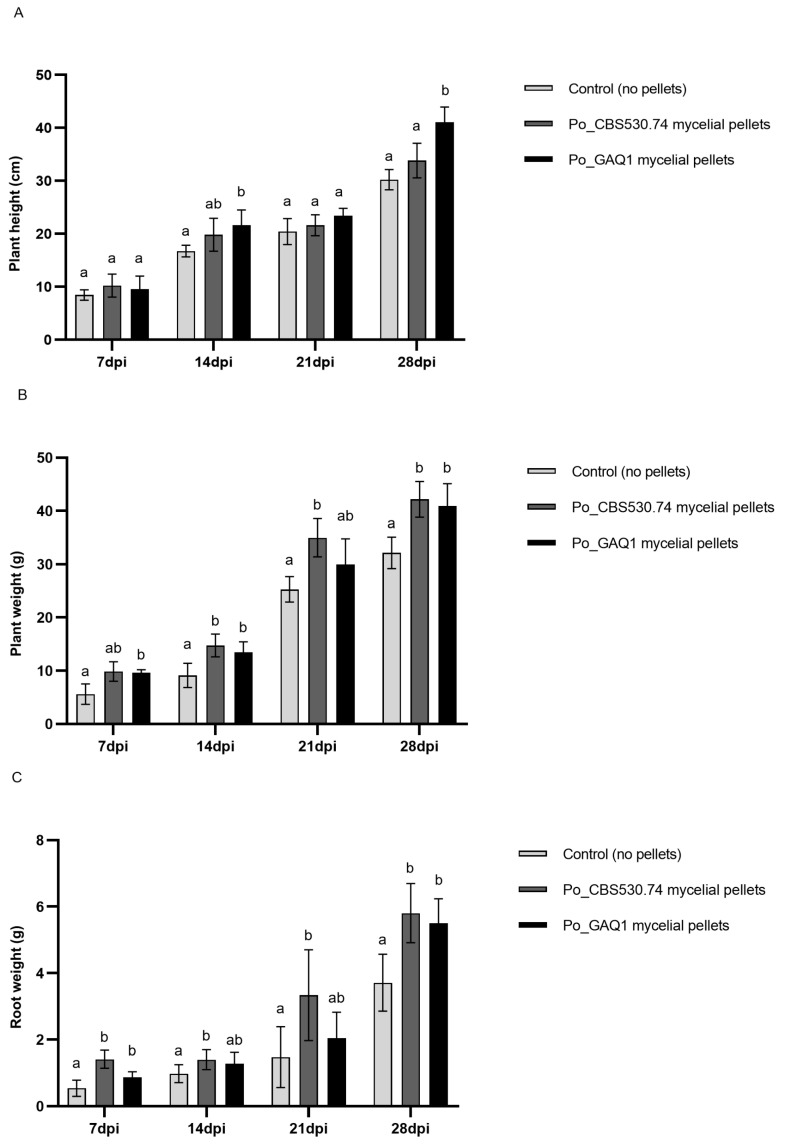
Growth promotion effect of mycelial pellets of *P. oligandrum* (Po) strains Po_CBS530.74 and Po_GAQ1 on tomato. (**A**) Plant height and (**B**) plant and (**C**) root fresh weights were measured. The data are mean ± SE (*n* = 5). Different letters indicate significant differences among different treatments at a time point according to a one-way ANOVA (*p* < 0.05). The control here is tomato plants without a *P. oligandrum* treatment. Note that the plants in this growth promotion trial were not inoculated with *M. incognita*.

**Figure 6:**
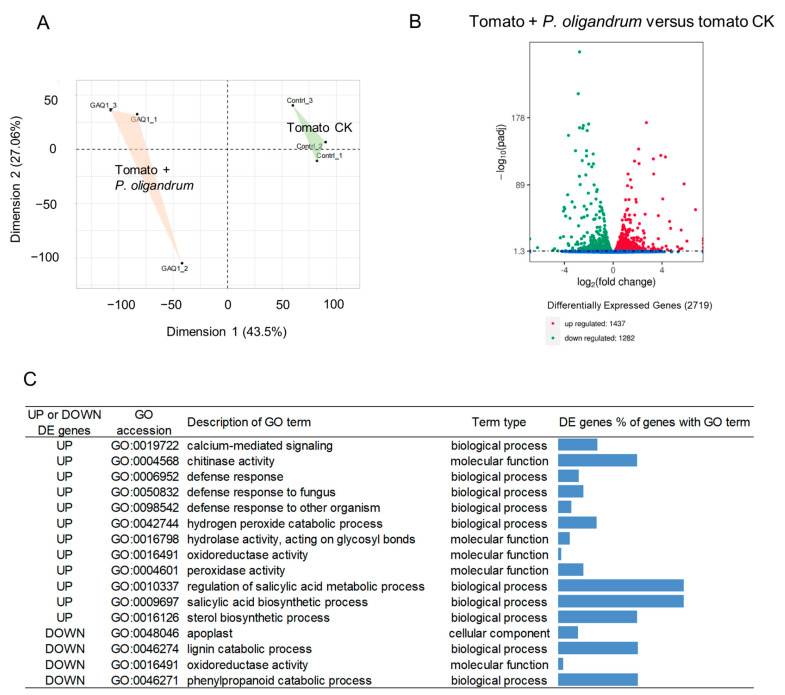
Overview of RNAseq data of tomato seedlings’ roots with and without Po_GAQ1. (**A**) Principal component analysis of the transcriptome samples, (**B**) volcano plot of the up-regulated and down-regulated genes, and (**C**) list of notable enriched GO terms in the up- and down-regulated genes.

**Figure 7:**
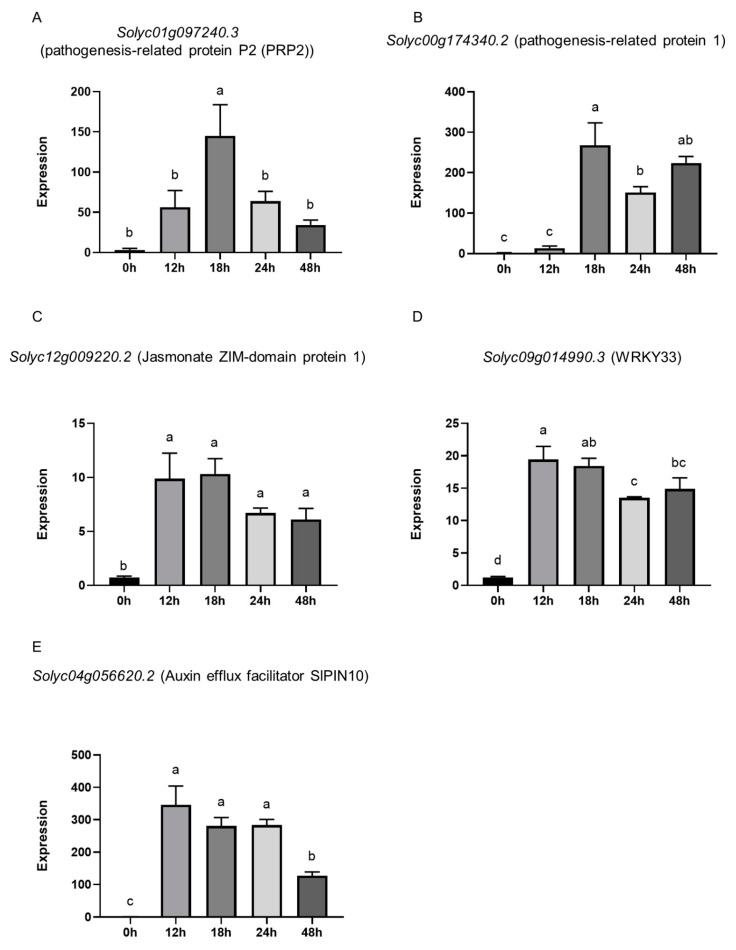
Time course of gene expression in tomato roots with Po_GAQ1 compared to roots without Po_GAQ1. The expression of the genes (**A**) *Solyc01g097240.3*, (**B**), *Solyc00g174340.2*, (**C**) *Solyc12g009220.2*, (**D**) *Solyc09g014990.3*, and (**E**) *Solyc04g056620.2* was measured. Each bar represents their expression in tomato roots growing with Po_GAQ1 at the indicated time point compared to tomato roots growing without Po_GAQ1 at 0 h. For the qPCR analysis, three reference genes (actin, ubiquitin, and 18S) were used as the internal reference genes. Different letters indicate significant differences among different treatments according to one-way ANOVA (*p* < 0.05) followed by Dunnett’s post hoc test to compare 0 h to the other time points for seedlings inoculated with *P. oligandrum*. Error bars represent the standard error (*n* = 3).

## Data Availability

The RNAseq data from this study was deposited in the NCBI GEO database with the accession number GSE262653.

## Supplementary Materials

The following supporting information can be downloaded at https://www.mdpi.com/article/10.3390/jof10040265/s1, Table S1: list of primer sequences used for qPCR analysis of tomato genes up-regulated in seedling roots in the presence of *P. oligandrum*. Table S2: Summary of RNAseq data from tomato seedling roots with and without culturing with *P. oligandrum* GAQ1. Annotations such as descriptions and Pfam annotations are also included. Table S3: summary of GO term enrichment analysis in tomato genes up- and down-regulated in tomato seedling roots with and without culturing with *P. oligandrum* GAQ1. Table S4: summary of KEGG pathway enrichment analysis in tomato genes up- and down-regulated in tomato seedling roots with and without culturing with *P. oligandrum* GAQ1. Figure S1: overview of KEGG pathway enrichment from the RNAseq data of tomato seedlings roots with and without *P. oligandrum* GAQ1. Figure S2: representative images of tomato seedlings sampled for a time-course expression analysis before inoculation and at various time points after inoculation with agar plugs of *P. oligandrum* GAQ1. The scale bar corresponds to 1 cm. Figure S3: Fold changes of selected genes in tomato roots inoculated with *P. oligandrum* GAQ1 compared to control of tomato roots growing without *P. oligandrum* GAQ1 inoculation at 24 h. For the qPCR analysis, actin was used as the internal reference gene. The fold changes from qPCR are shown alongside the fold changes from RNAseq.

# Supplementary material for: Biological Control of a Root-Knot Nematode Meloidogyne incognita Infection of Tomato (Solanum lycopersicum L.) by the Oomycete Biocontrol Agent Pythium oligandrum
**Source:** J Fungi (Basel). 2024 Apr 2;10(4):265. doi: 10.3390/jof10040265
**Supplement:** Supplementary file 1

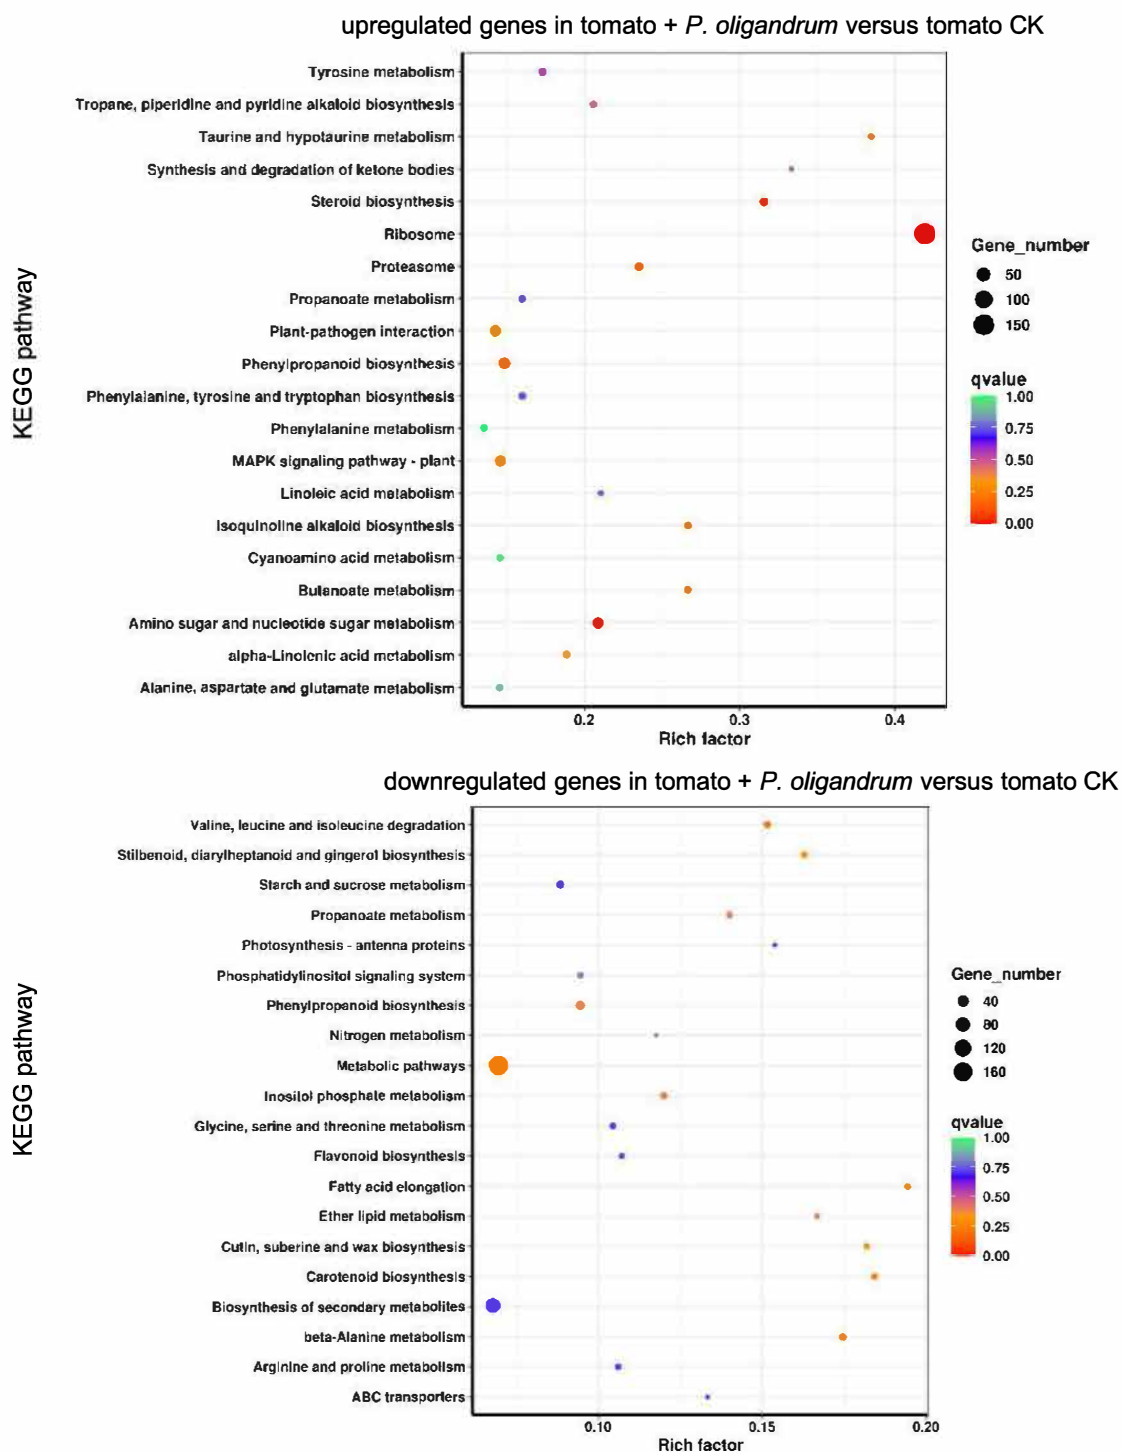

**Figure S1.** Overview of KEGG pathway enrichment from the RNAseq data of tomato seedlings roots with and without *P. oligandrum* GAQ1.

# Supplementary material for: Biological Control of a Root-Knot Nematode Meloidogyne incognita Infection of Tomato (Solanum lycopersicum L.) by the Oomycete Biocontrol Agent Pythium oligandrum
**Source:** J Fungi (Basel). 2024 Apr 2;10(4):265. doi: 10.3390/jof10040265
**Supplement:** Supplementary file 1

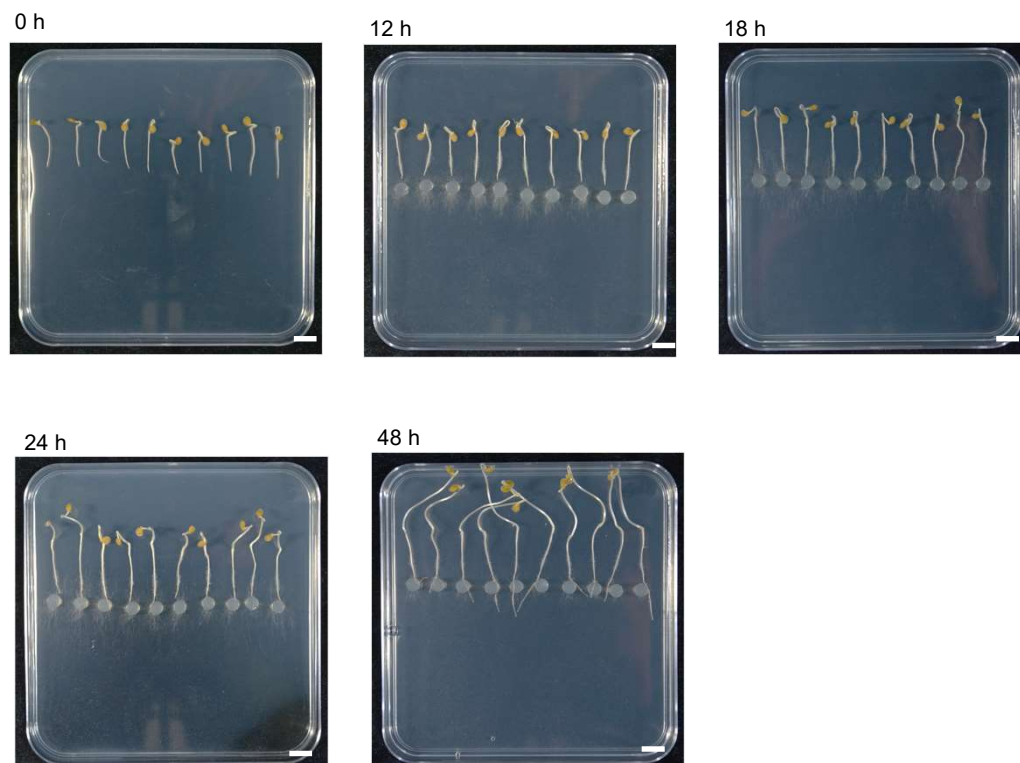

**Figure S2.** Representative images of tomato seedlings sampled for the time-course expression analysis before inoculation and at various time points after inoculation with agar plugs of *P. oligandrum* GAQ1. The scale bar corresponds to 1 cm.

# Supplementary material for: Biological Control of a Root-Knot Nematode Meloidogyne incognita Infection of Tomato (Solanum lycopersicum L.) by the Oomycete Biocontrol Agent Pythium oligandrum
**Source:** J Fungi (Basel). 2024 Apr 2;10(4):265. doi: 10.3390/jof10040265
**Supplement:** Supplementary file 1

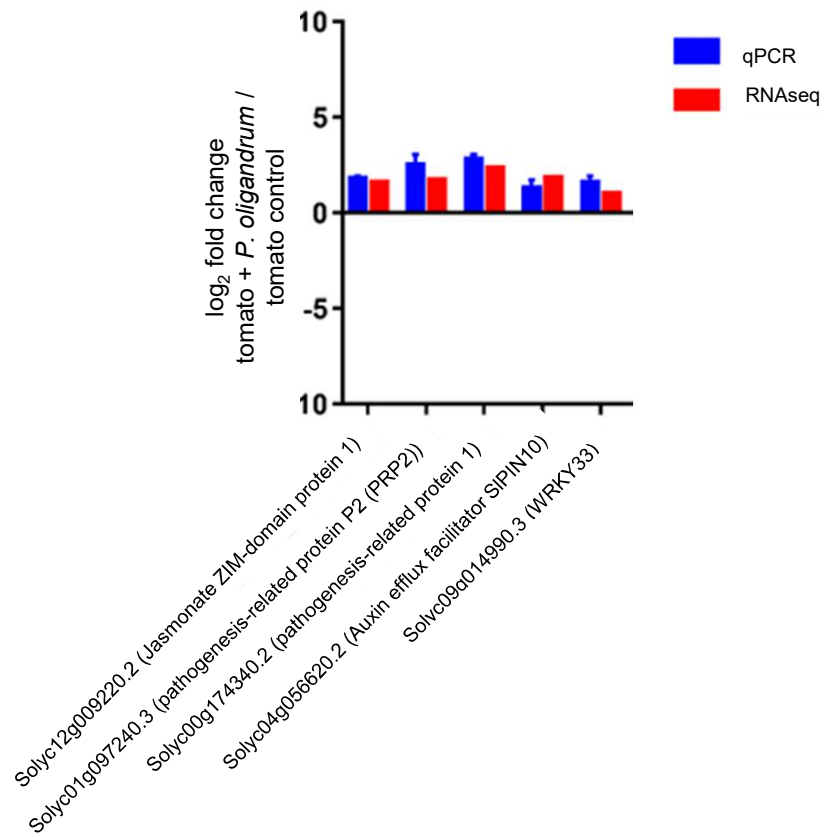

**Figure S3.** Fold changes of selected genes in tomato roots growing with *P. oligandrum* GAQ1 compared to control of tomato roots growing without *P. oligandrum* GAQ1 at 24 h. For the qPCR analysis, actin was used as the internal reference gene. The fold changes from qPCR are shown alongside the fold changes from RNAseq.

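In the RNA-seq samples the actin gene of Table S1 (Solyc03g078400.3) had 1111 ± 20.8 CPM with *P. oligandrum* and 1180 ± 15.0 CPM in the control samples (SD, n = 3). Its log2 fold change was -0.09 (standard error 0.040, adjusted p = 0.148, edgeR with Benjamini-Hochberg adjustment over all genes tested). Adjusted over the list alone, with the ubiquitin gene of Table S1, it was past the threshold (adjusted p = 0.0422, edgeR). All 3 *P. oligandrum* samples lay below all 3 control samples, and the log2 fold change stayed between -0.10 and -0.08 under the other scalings of the libraries. With a trend along gene length removed, an alternative chosen after seeing the data, it was -0.061 (adjusted p = 0.304, edgeR). Over its alternatives the adjusted p over all genes tested ranged from 0.0758 to 0.317.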

How the deposited data were processed for this re-analysis (not part of the article)

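Gene expression was measured by RNA-seq in 6 samples of tomato seedling root tips, 3 grown for 24 h with a mycelial plug of Po_GAQ1 and 3 grown without. Samples were assigned to their condition and replicate from the sample labels and the paper. The authors removed adapters and low-quality reads, mapped the rest to the tomato genome with STAR, kept reads with at most 1 mismatch and counted fragments per gene with HTSeq. The deposited counts are whole numbers without normalization. The authors calculated the deposited FPKM values from the counts, the gene length and the sum of counts in each sample. In all 3782 genes with at least 1000 counts in every sample, the length that counts and FPKM give together lay within 1 nt of the same whole number in every sample. Whether the counting used strand is not given in the sources used here.

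The total of counts per sample was between 16586485 and 18084249, and every per-sample column of the files was assigned to a sample. Differences between the groups were tested on the deposited counts with edgeR (version 4.0.16) in R 4.3.3, with TMM normalization and the quasi-likelihood test, over the 20064 genes with at least 10 counts in at least 3 of the 6 samples. p-values were adjusted by the Benjamini-Hochberg method with a threshold of 0.05. The standard error of a log2 fold change was calculated as its size divided by the square root of the F statistic. CPM values are TMM-normalized, and log2 CPM uses a prior count of 2. The PCA used log2 CPM of the tested genes.

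The steps were tested on simulated data before use. In 8 draws of counts for 20064 genes in the comparison of *P. oligandrum* against control, 200 genes were changed by a log2 fold change of 1. edgeR recovered 84.2% of them, and 7.27% of its calls were false, which is above the nominal share. DESeq2 recovered 81.1% with 4.40% false calls, and limma-voom 83.3% with 6.98%. The simulated genes were drawn independently, and their changes were fewer and larger than most in the data. There 3724 genes were called, with a median absolute log2 fold change of 0.40. These shares therefore do not give the recovery or the false share of the calls reported here. The limits for passing were loosened after a first draw had missed them.

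Before the data were examined, the main tests, the rule for the genes named and the alternatives were fixed, apart from the removal of the length trend, which was added later. The alternatives were DESeq2 (version 1.42.0) with its default settings and with a beta prior and no independent filtering, other scalings in edgeR (RLE, library totals only, upper quartile), no filter on low counts, a minimum of 50 counts, limma-voom (limma version 3.58.1), the replicate number as a block, and each sample left out in turn. For the numbers of changed genes they also included a log2 fold change of at least 1, an adjusted p under 0.01, and limma-trend on log2(FPKM + 1) and log2(FPKM + 0.1) for genes with an FPKM of at least 1 in at least 3 samples, and without that filter. For the length trend, the smooth deviation of each library along log2 gene length was removed through offsets.

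The genes named are those the paper gives by identifier, the 2 largest rises and 2 largest falls among changed genes with non-overlapping groups and a mean of at least 10 CPM, and the genes with the largest and smallest change in each complete list of Tables S3 and S4. Lists that end after 23 genes in the copies used here were described and not tested. No enrichment was recalculated. Gene families were planned from product descriptions in an annotation and were not analysed here. Symbols came from the RefSeq annotation of assembly SLM_r2.1 through the Entrez numbers of Table S4, of which 536 of 539 matched, and 138 genes had a symbol other than a locus number. The qPCR time course, the nematode assays and the pot trial were not analysed here.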

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

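The tests in this part were chosen after the values had been seen.

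The paper's text does not discuss genes counted in only 1 of the groups. In 4 genes every *P. oligandrum* sample had at least 10 counts and every control sample had 0, which placed them above the level in the control samples. They are Solyc01g008870.2, Solyc01g101170.3, Solyc07g008103.1 and Solyc11g028010.2, named after their values were seen. With 3 counts over the control group as the floor, they were at least 31.0-fold, 18.2-fold, 46.9-fold and 40.6-fold higher with *P. oligandrum*. In the other direction, Solyc07g052480.3 had 47, 37 and 56 counts in the control samples and 0 in every *P. oligandrum* sample, at least 47.1-fold lower. At a minimum of 1 count in every sample of a group, 54 genes were counted only with *P. oligandrum* and 44 only in the control samples. A candidate explanation is that reads of *P. oligandrum* were counted on tomato genes. Such genes would have risen neighbours no more often than other genes. Of the tested genes, 3.60% had a gene with a log2 fold change of at least 2 among the 5 nearest on either side, against 2 of these 4 genes (binomial test, p = 0.00741). The distance was set after the neighbours of these genes had been seen, and the other two genes had no such neighbour, so reads of *P. oligandrum* and a response of tomato cannot be told apart with 4 genes and without the reads.

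Entries for signal recognition particle RNA had 408 counts in *P. oligandrum* replicate 1. The other two *P. oligandrum* samples had 28 and 32 counts and the control samples 22, 44 and 32. Table S2 lists non-coding entries, and the paper's text does not discuss them. The same sample was low in SSU and LSU ribosomal RNA, with 0.0458% of its counts on genes, against 0.260% and 0.225% in *P. oligandrum* replicates 2 and 3 and between 0.146% and 0.165% in the control samples. It was not low in 5.8S ribosomal RNA, with 946 counts against 630 and 625 in *P. oligandrum* replicates 2 and 3 (log2 ratio 0.69) and between 274 and 340 in the control samples. Sequencing depth would move all classes alike. The log2 ratio of replicate 1 to the other *P. oligandrum* samples was 3.86 for signal recognition particle RNA and -2.41 for SSU and LSU ribosomal RNA, so depth is argued against. A control sample under a wrong label would lie with the control samples on the first component. Replicate 1 scored 31.4 there, with the other *P. oligandrum* samples. A difference in library preparation stays open. Over the 7114 other genes with a mean log2 CPM above 5, replicate 1 deviated from the other *P. oligandrum* samples with an SD of 0.107, no more than replicate 2 with 0.139, but preparation and sample cannot be told apart because the difference is in 1 library and no record of the preparation was used. Without this sample, 20 of the 90 tested non-coding entries were called higher with *P. oligandrum*, against 5 with all samples.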

How the results depend on the processing

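The number of changed genes stayed within 1.5 times 3724 under the other scalings, DESeq2, limma-voom, both filters on counts and limma-trend on filtered FPKM values. Without the filter, limma-trend on log2(FPKM + 1) called 2182 genes, 1051 higher and 1131 lower. With the filter it called 1309 genes higher and 1399 lower, and 1280 and 1362 with a pseudocount of 0.1. The lower genes also outnumbered the higher ones with library totals only (1813 higher, 1973 lower), against 1978 higher and 1746 lower with TMM. With an absolute log2 fold change of at least 1, 505 genes were left, 256 higher and 249 lower, since most changes were smaller. At an adjusted p under 0.01 there were 2328 genes, 1285 higher and 1043 lower, as a stricter threshold gives. The cause of the lower counts from FPKM values was not tested. With each sample left out in turn, between 2545 and 4375 genes changed, 1376 to 2401 of them higher and 1169 to 1974 lower. The lowest numbers came without control replicate 2 and the highest without *P. oligandrum* replicate 2. No gene called both by edgeR and under an alternative had the opposite sign.

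With the length trend removed, an alternative chosen after seeing the data, 3650 genes changed, 1759 higher and 1891 lower.

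The number of genes of the complete lists called was 69 and between 66 and 69 with each sample left out. With a minimum of 50 counts it was 67. Of the time-course genes, 5 were called, but 2 with a minimum of 50 counts, since pathogenesis-related protein 1, PRP2 and the jasmonate ZIM-domain protein 1 gene did not reach that minimum and have no value there. With each sample left out, 4 to 5 were called, since PRP2 was not called without control replicate 1 or 3. Solyc02g061770.3 has no value with that minimum either. Of 364 values for 23 named genes under the alternatives, 358 kept their direction and their side of the threshold, 6 lost significance and 0 changed sign. The beta prior of DESeq2, which shrinks fold changes toward 0, gave the smallest log2 fold changes of 4 genes with few counts, 0.68 for pathogenesis-related protein 1, 0.49 for PRP2, 0.77 for the jasmonate ZIM-domain protein 1 gene and 0.75 for Solyc02g061770.3. The 6 were PRP2 without control replicates 1 and 3, Solyc07g005090.3 without control replicates 1 and 2 and with the length trend removed, and Solyc01g109110.3 without control replicate 2. Of the 11 chitinase genes, 10 were called without any 1 control sample, with a minimum of 50 counts and with the length trend removed.

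The share of the first component was 51.2%. It was 36.4% with log2(FPKM + 1) scaled to unit variance, 39.9% with scaled log2 CPM and 69.3% with the 500 most variable genes, and between 53.0% and 55.9% with each sample left out. The cause was not tested. In each of these settings the groups separated on the first component.

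Replicate numbers did not pair the samples. The deviations from the group means of samples with the same number had correlations across genes of -0.0219, 0.0229 and 0.0141. With the replicate number as a block, 4049 genes changed.

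With 3 samples against 3 there are 10 splits of the samples. Only the real split gave as many changed genes (1 of the 10 splits), as many higher genes (1 split) and as many lower genes (1 split), and the other splits gave 0 calls with edgeR, with 272 to 1288 genes at an unadjusted p under 0.05. On these other splits limma-voom gave 0 calls and DESeq2 between 0 and 3. The share of splits alone cannot exclude chance under 0.05, since 10 splits give no share below 0.1. The real split had 6057 genes at an unadjusted p under 0.05 with edgeR, outside the range of the other splits. Each of the other splits mixes the groups, so a difference between the groups counts as spread within each side and lowers the calls. The size of that gap therefore has no clean reference and adds nothing firm to the share of splits. The gap also cannot tell *P. oligandrum* from another difference that follows the groups. Few counts alone did not set which named genes lost their call. PRP2, with between 3 and 14 counts in the control samples, lost it when control replicate 1 or 3 was left out. Pathogenesis-related protein 1, with between 2 and 9, and Solyc02g061770.3, with between 5 and 8, kept theirs, while Solyc07g005090.3, with between 2958 and 3144, lost it. For 4 named genes a minimum of 50 counts left no value.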

Differences from the paper's values

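Numbers and shares within 1.5 times of the paper's, such as the number of changed genes, are not listed here. The second component of the PCA held 14.2% of the variance, while the paper's value is about 27% in Fig. 6A, read by eye. The alternatives set before the data were examined did not bring the 2 values within 1.5 times of each other. They gave 17.6% with log2(FPKM + 1) scaled to unit variance, 17.2% with scaled log2 CPM, 12.7% with the 500 most variable genes, and 15.6% to 17.6% with each sample left out. These alternatives had been set for the first component. In Fig. 6A the paper's second *P. oligandrum* replicate lies farthest out on the second component. Here replicate 1 did, with a score of 30.7, and replicate 2 lay farthest out with log2(FPKM + 1) scaled to unit variance, with scaled log2 CPM, and without *P. oligandrum* replicate 1 or 3.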

Other observations

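The tests in this part were chosen after the result had been seen, except those of the length shared by neighbours, of the size of the correlation at a distance of 3 genes (its p was added after), of the reference genes with edgeR, and of the scaling for ubiquitin.

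Among 7125 genes with a mean log2 CPM above 5, shorter genes were higher with *P. oligandrum* more often than longer ones. Of those up to 500 nt, 41.4% were called higher and 14.6% lower, against 4.57% and 18.3% of those over 4000 nt. The slope of log2 CPM per doubling of length was between -0.050 and -0.017 in the *P. oligandrum* samples and between 0.013 and 0.042 in the control samples (exact permutation test, two-sided, p = 0.1, the smallest p possible). A short class of genes alone is argued against, since the slopes of the groups differed by -0.060 among genes over 1500 nt too. Sequencing depth is also argued against, since samples of like depth differed in slope. *P. oligandrum* replicate 2 and control replicate 2, with 18061262 and 18084249 counts, differed by -0.050, the smallest difference between a *P. oligandrum* sample and the control sample nearest in total counts. A length bias between libraries stays open. Libraries of 1 group differed in slope by up to 0.033, and a bias that follows the groups cannot be told apart from a response of the roots, because each library belongs to 1 group. With the trend removed, 3650 genes changed and the higher ones made up 48.2%, against 53.1% before. Of the genes called before, 1602 of the higher and 1548 of the lower ones were called again in the same direction.

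The ubiquitin gene of Table S1 (Solyc01g056940.2), a reference gene of the qPCR time course, was higher with *P. oligandrum* in the RNA-seq samples, with 493 ± 59.1 against 370 ± 21.3 CPM (SD, n = 3). Its log2 fold change was 0.42 (standard error 0.067, adjusted p = 1.0e-04, edgeR with Benjamini-Hochberg adjustment), higher in 3 of 3 samples than in every control sample. The scaling of the libraries is argued against as the cause, since the smallest log2 fold change over the scalings was 0.40, with an adjusted p of at most 1.2e-04. The length trend as the whole cause is argued against too, since the log2 fold change was 0.30 with the trend removed (adjusted p = 9.2e-04, edgeR). The gene is also among the 23 listed genes of the ribosome pathway, which the paper had called higher on these samples. The median log2 fold change of those genes was 0.39, and 0.31 with the length trend removed. Its rise is thus not separate from that of the listed ribosome genes. A response of the gene to *P. oligandrum* is a hypothesis found on the same data. Of the 2 reference genes tested here, actin and ubiquitin, 1 was called over all genes tested and 2 adjusted over the list alone. The paper's time course used a further reference gene besides these, which was not tested here. Table S1 also gives the identifier Solyc01g068045, which has no entry of its own in the count table. Which locus the ubiquitin primers measure was not tested.

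Neighbouring genes changed together. In the order of the identifiers, the log2 fold changes of adjacent tested genes had a correlation of 0.131 across genes, which are not independent replicates. Over genes with a mean log2 CPM above 5 it was smaller, 0.0856. A permutation test with 1000 shuffled orders within chromosomes argues against chance order (p = 0.001, the smallest they can give). Between control replicates the same correlation was between -0.010 and 0.0047. The identifiers follow the order of genes in the RefSeq annotation of assembly SLM_r2.1, with a rank correlation between 0.941 and 1 per chromosome over 522 genes. With the length trend removed the correlation was 0.136, so a shared length is argued against. Reads of overlapping neighbours as the whole cause are argued against, since genes at a distance of 2 and 3 were correlated too. At 2 genes the correlation was 0.060, above all shuffled orders (up to 0.030). At 3 genes it was 0.022, below the highest shuffled order (0.027) but above nearly all of them (permutation test, p = 0.00599). The criterion set beforehand, a value at 3 genes within the shuffled orders, came out as overlap predicts. The argument against overlap as the whole cause therefore rests on tests chosen after the values were seen. At 5 genes it was 0.016 (permutation test, p = 0.0230), and at 10 and 20 genes there was no positive correlation (-0.019 and -0.0026). For adjacent genes a part from overlap cannot be told apart from a shared response, since the positions of their ends were not used. Reads shared between tandem copies cannot be told apart from a shared response, since the sequences were not used, and the correlation of 0.131 could contain both. Of 10 runs of at least 3 adjacent genes with an absolute log2 fold change of at least 1 in 1 direction, the longest was from Solyc12g049140.1 to Solyc12g049190.2, with 6 genes whose log2 fold changes lay between -4.03 and -1.58. Shuffled orders gave at most 2 runs. The run was chosen after its values were seen.

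*P. oligandrum* replicate 1 lay apart on the second component of log2 CPM, but with genes scaled to unit variance replicate 2 did. Non-coding entries alone are argued against, since it still had the largest score, 26.9, without them. No biological explanation was tested.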
